A study of Rattus norvegicus with 9 samples.

How the data were processed

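Gene expression was measured in 9 fetal lungs of Sprague-Dawley rats by sequencing of total RNA after ribosomal RNA was removed with the Ribo-Zero Plus kit. Per the labels' protocols, frozen lungs were ground to a powder and the RNA of every library was extracted on 1 day, so extraction day does not separate the groups. The groups came from the tissue and treatment labels, with 3 control lungs, 3 hypoplastic lungs and 3 hypoplastic lungs treated with AFSC-EVs (extracellular vesicles of amniotic fluid stem cells). The series title gives oligohydramnios, a lack of amniotic fluid, as the origin of the hypoplasia. Fetal age, vesicle dose, route and time of treatment, litter and sequencing batch are not given in the sources used here.

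The authors deposited 1 table of estimated counts with 17465 genes, named by NCBI Gene ID, and 9 library columns. Of the nonzero values in it, 19.5% were exactly whole as deposited (no tolerance), and the column totals differed between libraries, so the values were treated as estimated counts without normalization between libraries. The name of the deposited table refers to a feature count but states no program version or setting, and how the fractions arose is not known. The aligner, genome build and annotation are not given in the sources used here. Whether reads matching several genes were split among them is not known, so values of near-identical genes are uncertain. The tests had been planned for gene counts, and the estimated counts were rounded to whole numbers before each test. Gene symbols were taken from a RefSeq gene table of assembly GRCr8, used for names only, and 17314 of the IDs (99.1%) matched. No coordinates are given because the build of the counts is not known.

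Library totals ran from 56922779 to 88243188 estimated counts. Libraries of 1 group differed by far more than counting error, with a chi-square of at least 132.1 per degree of freedom, and the common biological coefficient of variation was 0.253. Ribosomal RNA and 7SL RNA, in 6 rows of the table, held 16.2% ± 1.93 (SD, n = 9) of the counts despite the depletion. One of these rows, Rn28s, was at 0 in control library 3 and at 75533 or more in the other libraries, and the removal of the 6 rows was tried as an alternative. Confidence intervals of shares cover counting error only.

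The main test was edgeR's quasi-likelihood test (glmQLFit with legacy=FALSE and glmQLFTest, edgeR 4.0.16 in R 4.3.3) with TMM normalization. Genes were kept by filterByExpr with the group, which left 12966 genes and set aside 4499, of which 2547 were at 0 in all libraries. All 9 libraries entered 1 fit with a term per group, which leaves 6 residual degrees of freedom per gene. P-values were adjusted by the Benjamini-Hochberg method within each comparison, and a gene was called at an adjusted p under 0.05. Standard errors of log2 fold changes were taken as the absolute change divided by the square root of the F statistic and are approximate. CPM values use the TMM-scaled library size, except where they are given as CPM of the library total.

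The 3 comparisons made were hypoplastic against control, treated against hypoplastic and treated against control. The share of genes changed in hypoplasia whose change under treatment had the opposite sign was set beside 100 simulated data sets without a treatment effect, because both comparisons use the same hypoplastic libraries. For 6 gene lists (branching, alveolar type II, alveolar type I, TGF-beta and SMAD, inflammatory, proliferation) the fry test of limma 3.58.1 was run for the first 2 comparisons, with Benjamini-Hochberg adjustment over the 12 tests. camera with a preset correlation of 0.01 was an alternative.

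These tests, the 6 lists, the alternatives and the naming of genes were fixed before the data were examined. The simulation had been planned for the called genes, and its use on genes with an unadjusted p under 0.01 and, with 20 data sets, on DESeq2 calls was chosen after the data were seen. The simulated share of called genes was computed last, after the other simulated shares were known. In each comparison the rule named up to 4 higher and 4 lower called genes with the largest change, a mean of at least 1 CPM, no overlap of the library values and a gene symbol. Where no gene was called, the 3 genes of smallest p with a symbol and a mean of at least 1 CPM were named as not called. A set of 8 genes (Nkx2-1, Sox9, Fgf10, Sftpc, Sftpb, Ager, Tgfb1, Smad3) was named whatever the values, along with up to 6 members of the lists past the threshold in each comparison, of which there were none. Lists for technical checks (blood, cardiac muscle, skeletal muscle, liver, thymus, Y-linked genes and Xist) were fixed at the same time. Lists of neutrophil, macrophage, atrial muscle, ventricular muscle, interferon response, imprinted growth and basal airway genes were added after the values were seen. Wnt2, Foxf1, Abca3, Skil, Neb, Ptcra, Kdm5d and Uty were not analysed here.

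The alternatives were other size factors (RLE, upper quartile), 2 other low-count filters, DESeq2 1.42.0, limma voom, legacy and robust edgeR settings, a fit of the 6 libraries compared, a block on replicate number, removal of the sex-linked genes, other thresholds and the omission of each library in turn. The sex of each library as a covariate and the removal of the ribosomal and 7SL rows were added after the data were seen. Sex was read from Xist and the Y-linked genes Ddx3y and Eif2s3y.

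The procedure was tested on simulated data drawn from the means and library sizes of the real libraries with 200 genes changed. Each gene was drawn independently, without differences shared by the genes of a library, so recovery in the real lungs may be lower. In the simulation of hypoplastic against control, with 12880 genes, edgeR called 153 genes, of which 7 were false, and recovered 81.8% of 4-fold and 62.2% of 2-fold changes. DESeq2 called 193 genes, of which 33 were false. In that of treated against hypoplastic, with 12878 genes, edgeR called 146 genes with 10 false and recovered 87.8% of 4-fold and 48% of 2-fold changes, and DESeq2 called 202 with 41 false. In that of treated against control, with 12885 genes, edgeR called 143 genes with 9 false and recovered 86.6% of 4-fold and 44.4% of 2-fold changes, and DESeq2 called 206 with 47 false. A shift put into the alveolar type II list was found by fry in the same 3 simulations, with unadjusted p of 8.06e-06, 5.84e-06 and 0.000288. This does not show the power of fry in real lungs, because the simulated genes of the list varied independently. In hypoplastic against control the simulated median was -0.779. The real list had a median of -0.782 but a fry p of 0.0318.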

Results

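Transcript levels were measured in 9 fetal rat lungs by sequencing of ribosome-depleted total RNA. The lungs formed 3 groups of 3 libraries: control lungs, hypoplastic lungs (underdeveloped lungs, here from a lack of amniotic fluid) and hypoplastic lungs treated with extracellular vesicles of amniotic fluid stem cells. The control libraries held 64318782, 56922779 and 72252538 estimated counts, the hypoplastic libraries 66530252, 60950148 and 57805241, and the treated libraries 72390639, 88243188 and 65452123. Between 13836 and 14089 genes had a value above 0 in each library. Pearson's r of log2 CPM, across genes, was 0.964 to 0.986 in the 9 pairs of libraries of 1 group and 0.935 to 0.985 in the 27 pairs of different groups. Every pair of libraries differed by more than sampling noise, with a chi-square of at least 73.08 per degree of freedom, so no pair was 1 library sequenced again. This does not tell whether 2 libraries came from 1 lung, and that the 9 are separate lungs is taken from the numbering in the labels.

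By Xist and the Y-linked genes Ddx3y and Eif2s3y, the control lungs were 2 males and 1 female, and the hypoplastic and the treated lungs were each 1 male and 2 females. The first principal component held 33.43% of the variance and ran from control library 2 to hypoplastic library 2, and the second held 18.65%. On the first component the control libraries (-54.88, -11.03 and -4.052) lay below the hypoplastic libraries (1.531, 10.26 and 62.25), and the treated libraries (-12.87 to 20.64) overlapped both. On the second the 3 groups overlapped.

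**Figure D1:**
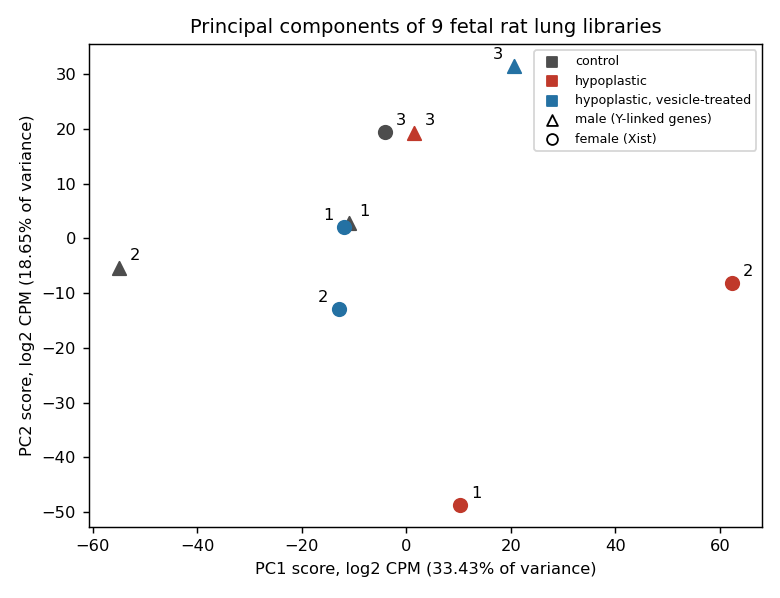
Scores of the 9 libraries on the first 2 principal components of log2 CPM, with colour for group, shape for the sex read from the genes and numbers for the replicate. Control library 2 (-54.88) and hypoplastic library 2 (62.25) lie at the ends of the first component, and hypoplastic library 1 (-48.67) at the low end of the second.

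The hypoplastic and control lungs were compared to find what the lung hypoplasia model changed. Of 12966 genes tested, edgeR called 1 gene at an adjusted p under 0.05, which was higher in the hypoplastic lungs. At an unadjusted p under 0.05 there were 1603 genes (865 higher and 738 lower), where 648 would fall below it by chance if no gene differed. DESeq2, which moved this count most, called 202 genes (117 higher and 85 lower), and limma voom called 1. The edgeR count was 0 without control library 1 or control library 3, 2 without hypoplastic library 1 and 45 without hypoplastic library 3. Without control library 2 it was 1, a different gene, Ifit1, and the number at an unadjusted p under 0.05 was 853.

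The called gene was Spp1 (Gene ID 25353), which encodes osteopontin. Its level was 3.285 CPM ± 0.467 (SD, n = 3) in control lungs and 105.9 CPM ± 52.35 (SD, n = 3) in hypoplastic lungs, and the library values of the groups did not overlap. The log2 fold change was 5.01 (SE 0.419), with an adjusted p of 0.00582 by edgeR. The change remained near that size when 1 control library was left out, but the edgeR adjusted p rose to 0.0987, 0.0521 and 0.0878 without control libraries 1, 2 and 3. Over all alternatives the adjusted p of Spp1 ran from 1.534e-42 (DESeq2) to 0.0987.

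None of the 8 genes fixed in advance was called in this comparison by edgeR. The surfactant protein gene Sftpc (Gene ID 50683) was at 822.9 CPM ± 159.1 (SD, n = 3) in control and 408.5 CPM ± 105.2 (SD, n = 3) in hypoplastic lungs, a log2 fold change of -1.01 (SE 0.220, edgeR adjusted p 0.317) without overlap of the libraries. Sftpb (Gene ID 192155) changed by -0.84 (SE 0.244) on the log2 scale, also with an edgeR adjusted p of 0.317. DESeq2 gave adjusted p-values of 0.00308 for Sftpc and 0.0425 for Sftpb, the lowest among the alternatives, and both were highest, at 0.762 by edgeR, without control library 2. Ager (Gene ID 81722), a gene of alveolar type I cells, changed by -0.99 (SE 0.388, edgeR adjusted p 0.369). Without control library 2 the log2 changes of Sftpb and Ager were -0.51 and -0.58. Nkx2-1 (Gene ID 25628) changed by -0.36 (SE 0.136, edgeR adjusted p 0.360). The log2 fold changes of Sox9 (Gene ID 140586), Fgf10 (Gene ID 25443), Tgfb1 (Gene ID 59086) and Smad3 (Gene ID 25631) lay between -0.17 and 0.52, with edgeR adjusted p of 0.533 or higher and overlapping library values. The largest, that of Tgfb1, ran from 0.2111 without control library 2 to 0.8267 without control library 3.

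The treated and the untreated hypoplastic lungs were compared to find what the vesicle treatment changed. edgeR called 0 of 12966 genes, and the smallest adjusted p was 0.186. At an unadjusted p under 0.05 there were 721 genes (259 higher and 462 lower), against 648 by chance. That number was 375 without treated library 1. DESeq2 called 17 genes, all lower in the treated lungs, and limma voom called 0. The edgeR count was 2 without hypoplastic library 1 and 44 without hypoplastic library 3, all lower in the treated lungs.

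Spp1 had the smallest p of this comparison. Its level in treated lungs was 12.93 CPM ± 4.975 (SD, n = 3), a log2 fold change of -3.03 (SE 0.376) from the hypoplastic lungs, without overlap of the libraries and with an edgeR adjusted p of 0.186. The edgeR adjusted p of Spp1 was 0.0362 without hypoplastic library 1 and 0.0222 without hypoplastic library 3, and the DESeq2 adjusted p was 2.2e-14, while the highest was 1 by edgeR without treated library 1. Hmgcs1 (Gene ID 29637) followed at -0.66 (SE 0.130), and Tnni3 (Gene ID 29248), a heart muscle gene, at -2.56 (SE 0.569), both with an edgeR adjusted p of 0.826. The edgeR adjusted p of Tnni3 was 0.0149 without hypoplastic library 3, the hypoplastic library in which it was lowest (1.864 CPM). DESeq2 called both, with adjusted p of 0.0108 and 0.00487, the lowest among the alternatives, and the highest was 1 by edgeR for both, without treated library 1. Among the 8 fixed genes none was called by edgeR or DESeq2. Sftpc changed by 0.65 (SE 0.219) and Nkx2-1 by 0.40 (SE 0.136), both with an edgeR adjusted p of 0.859, and the other 6 lay between -0.16 and 0.50. The largest of these, that of Ager, was 0.1347 without treated library 3 and 0.8207 without hypoplastic library 2.

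The treated and control lungs were compared to find what still differed after treatment. edgeR called 0 of 12966 genes, with a smallest adjusted p of 0.185, and 541 genes (217 higher and 324 lower) had an unadjusted p under 0.05, fewer than the 648 of chance. DESeq2 called 14 genes (11 higher and 3 lower) and limma voom 0. Without control library 2 edgeR called 1, Ifit1. The genes of smallest p were Lepr (Gene ID 24536), Olfm4 (Gene ID 290409) and Tacr1 (Gene ID 24807). Lepr fell from 30.09 CPM ± 6.803 (SD, n = 3) in control to 9.821 CPM ± 1.316 (SD, n = 3) in treated lungs, a log2 fold change of -1.62 (SE 0.200, edgeR adjusted p 0.185). Olfm4 changed by 2.12 (SE 0.369) and Tacr1 by 1.74 (SE 0.315), each with an edgeR adjusted p of 0.998. DESeq2 called all 3. In untreated hypoplastic lungs Lepr was at 12.36, Olfm4 at 31.41 and Tacr1 at 3.658 CPM. Each lay on the same side of control there, without overlap of the libraries, so these differences were not new under treatment. Spp1 was higher in treated than in control lungs by 1.98 (SE 0.378) without overlap of the libraries. Its edgeR adjusted p was 0.998, while DESeq2 called it with an adjusted p of 5.307e-05. None of the 8 fixed genes was called, the largest change being that of Sftpb at -0.69 (SE 0.244, edgeR adjusted p 0.998), which was -0.36 without control library 2.

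**Figure D2:**
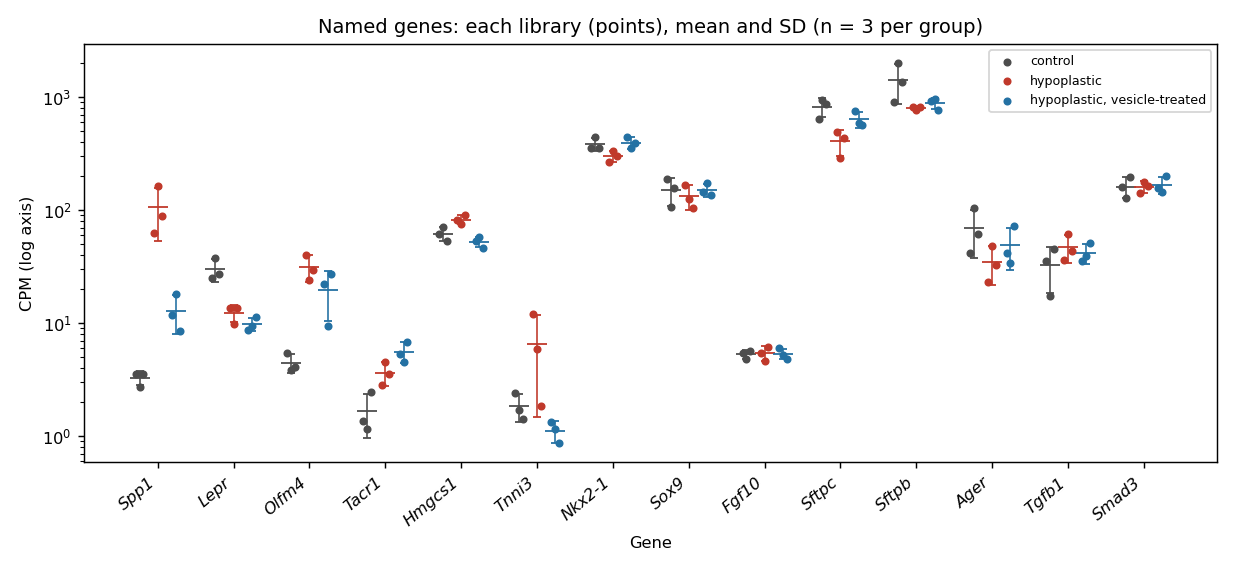
CPM of the named genes on a log axis in each library (points), with the mean and SD of each group as a bar (n = 3 per group). Spp1 lies at 63.51 to 164.4 CPM in the hypoplastic libraries, above every control library (at most 3.57 CPM) and every treated library (at most 18.33 CPM).

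Whether treatment moved the genes changed in hypoplasia back towards control was examined by the share with opposite signs in the 2 comparisons. The 1 gene called by edgeR, Spp1, had opposite signs (1 of 1, 100%, exact Clopper-Pearson 95% interval 2.5 to 100). In 100 simulated data sets without a treatment effect a median of 72.84% of called genes had it (68.39 to 78.26%), so 1 gene shows little. A median of 464 genes was called in them, against 1 in the real data. Among the 387 genes with an unadjusted p under 0.01 in hypoplastic against control, 377 had the opposite sign (97.42%, interval 95.3 to 98.8), an interval that treats genes as independent, which they are not. In the simulated data sets the share of such genes was 67.95 to 75.67%, with a median of 71.96%. Those data sets had a median of 1110 genes below that p and drew each gene independently, so they differ from the real data in both respects. The sharing of libraries was therefore also examined by relabelling: among all 20 ways to call 3 of the 6 hypoplastic libraries untreated, the share ran from 55.43 to 97.42% with a median of 86.96%, and the actual labelling had the highest. The median gene moved back by 0.509 of its change. In the simulated data sets that value was 0.14 to 0.198, with a median of 0.166, while 7 of the 20 labellings, the actual one included, reached 0.509 or more. Without control library 1 or control library 3 no gene was called by edgeR, and the share of called genes had no value.

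**Figure D3:**
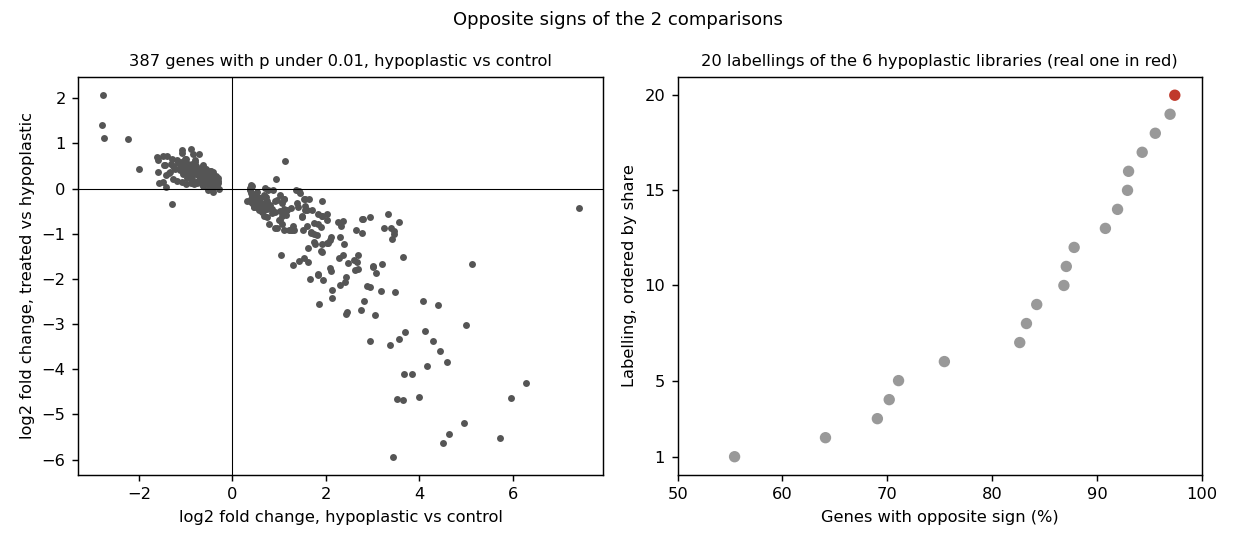
Left, log2 fold changes of the 387 genes with an unadjusted p under 0.01 in hypoplastic against control, with treated against hypoplastic on the vertical axis. Right, the percent of such genes with opposite signs under each of the 20 labellings of the 6 hypoplastic libraries, where the actual one (97.42%) is the highest and the median is 86.96%.

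Of the 6 gene lists, none passed an adjusted p of 0.05 by fry in either comparison. In hypoplastic against control lungs all 9 alveolar type II genes were lower, with a median log2 fold change of -0.78 (fry p 0.0318, adjusted p 0.382), and 7 of 9 alveolar type I genes were lower, with a median of -0.45 (adjusted p 0.425). Without control library 2 these medians were -0.49 and -0.165, and without hypoplastic library 2 that of alveolar type I was -0.677. All 12 inflammatory genes were higher, with a median of 1.75 (adjusted p 0.425), but without hypoplastic library 2 the median was 0.332 and 8 of 12 were higher. The TGF-beta and SMAD list had a median of 0.16 with 10 of 15 genes higher (adjusted p 0.425), and the proliferation list a median of 0.03 (adjusted p 0.936). The branching list had a median of 0.0075 but a mean of -0.06 and a fry direction of lower, with 7 of 14 genes higher (adjusted p 0.729). Leaving out 1 of the 6 libraries compared gave medians of 0.0456 to 0.209 for TGF-beta and SMAD, -0.146 to 0.18 for proliferation and -0.114 to 0.0618 for branching genes.

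Between treated and hypoplastic lungs all 9 alveolar type II genes were higher, with a median of 0.48 (fry adjusted p 0.425), or 0.301 without treated library 1. The alveolar type I list had a median of 0.30 (adjusted p 0.729) and the branching list 0.14, with 10 of 14 genes higher (adjusted p 0.425). The alveolar type I median was 0.00638 without treated library 3, 0.114 without hypoplastic library 1 and 0.484 without treated library 2. The branching median was 0.0235 without treated library 1 and 0.219 without treated library 3. The inflammatory list had a median of -1.10 with 10 of 12 genes lower (adjusted p 0.729), and without hypoplastic library 2 its direction reversed, with a median of 0.476. The TGF-beta and SMAD list had a median of -0.05 (adjusted p 0.827), and the proliferation list a median of 0.05 (adjusted p 0.776). With 1 of the 6 libraries compared left out, these 2 medians ran from -0.0603 to 0.0312 and from -0.0918 to 0.233. camera, which compares a list with the other genes at a preset correlation, gave adjusted p under 0.05 for 3 lists in each comparison. None of these passed under fry, which asks whether the list changed at all. In the third comparison, which was not among the 12 adjusted tests, fry p-values of the 6 lists were 0.294 to 0.592.

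For the 70 list genes tested, 0 passed edgeR's threshold adjusted over the list alone in each comparison, and 0 passed over all genes. At an unadjusted p under 0.05 there were 24 in hypoplastic against control, 7 in treated against hypoplastic and 4 in treated against control.

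**Figure D4:**
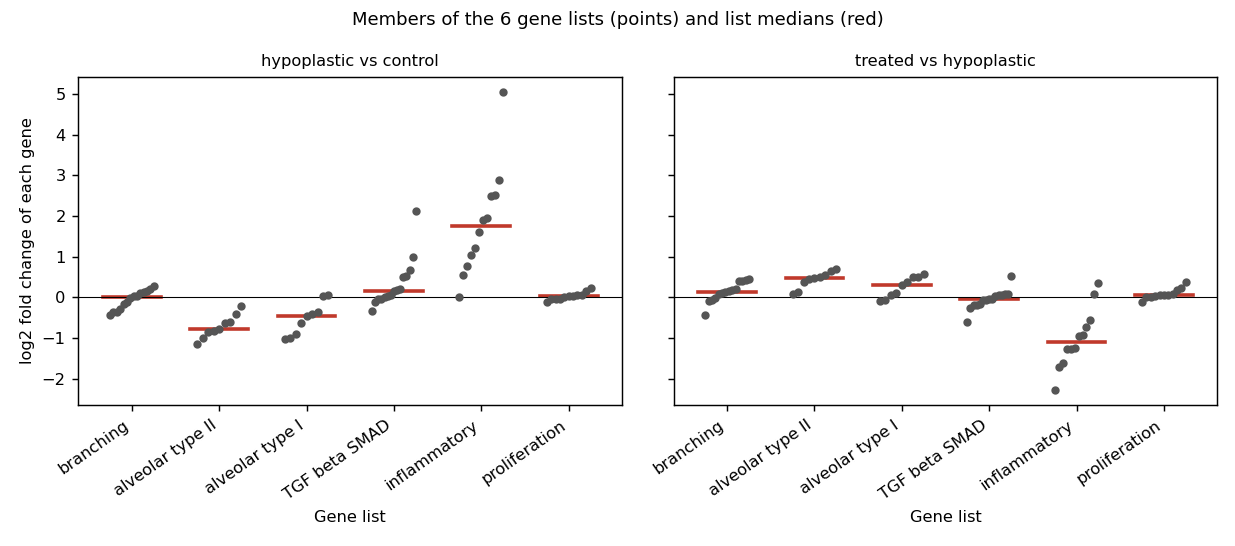
Log2 fold changes of the members of the 6 gene lists (points) with the list median (red line), for hypoplastic against control on the left and treated against hypoplastic on the right. The alveolar type II medians are -0.78 and 0.48 and the inflammatory medians 1.75 and -1.10, the latter changing direction without hypoplastic library 2.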

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

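The alternatives were planned except the sex covariate and the removal of the ribosomal and 7SL rows, which were chosen after the data were seen. The edgeR count in hypoplastic against control was 1 under both other size factors, both other filters, limma voom, legacy and robust settings, the sex covariate, the removal of sex-linked or ribosomal and 7SL genes and both other thresholds, and that gene was Spp1 each time. It was 4 with only the 6 libraries compared (Tf, Spp1, Olfm4 and S100a9, named after their values were seen) and 202 with DESeq2. In treated against hypoplastic and treated against control the count was 0 under all of these except DESeq2 (17 and 14). Leaving out 1 of the 6 libraries compared gave 0 to 45, 0 to 44 and 0 to 1 genes in the 3 comparisons. DESeq2 also made more false calls than edgeR in the simulated data, and the cause of its larger counts here was not tested. The sex covariate reduced the genes at an unadjusted p under 0.05 from 1603 to 1054 in hypoplastic against control.

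Replicate numbers are not said to pair the lungs. The correlation of deviations from the group means was -0.282 to 0.227 for same-numbered libraries (median -0.00235, above 0.1 in 3 of 9 pairs) and -0.439 to 0.389 for others. No pairing by number was thus detected, though so few pairs cannot exclude it. With the replicate block, edgeR called 2 genes in hypoplastic against control (Tf and Spp1) and 0 in each of the others.

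camera gave adjusted p of 1.22e-09 for alveolar type II, 0.000191 for alveolar type I and 4.93e-05 for inflammatory genes in hypoplastic against control. For treated against hypoplastic it gave 0.0103 for branching, 3.86e-07 for alveolar type II and 0.0162 for inflammatory genes. These 6 results did not hold under fry, which estimates the correlation. The other alternatives run on the lists were RLE factors, a CPM filter, the replicate block, the sex covariate and the omission of each library. None of these brought a list past 0.05, and the remaining alternatives were not run on the lists. The direction of some lists reversed, none with an adjusted p under 0.05. The proliferation list reversed with the sex covariate in hypoplastic against control (adjusted p 0.927). With 1 of the 6 libraries compared left out, adjusted p ran from 0.215 to 0.975 for branching and 0.646 to 0.917 for proliferation in hypoplastic against control. In treated against hypoplastic it ran from 0.646 to 0.973 for TGF-beta and SMAD, 0.435 to 0.827 for inflammatory and 0.429 to 0.973 for proliferation genes. The cause was not tested.

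Among named genes only changes near 0 reversed. The log2 change of Smad3 in hypoplastic against control was 0.0009725 with RLE factors, 0.00102 with DESeq2, 0.01414 with limma voom and 0.01714 with the replicate block, and that of Sox9 in treated against control was -0.08607 with the sex covariate. With 1 of the 6 libraries compared left out, changes in hypoplastic against control ran from -0.3757 to 0.0215 for Sox9, -0.07227 to 0.1398 for Fgf10 and -0.1426 to 0.1535 for Smad3. Between treated and hypoplastic lungs they ran from -0.1198 to 0.09257 for Fgf10, -0.3268 to 0.08107 for Tgfb1 and -0.08804 to 0.1538 for Smad3. In treated against control they ran from -0.04619 to 0.1488 for Nkx2-1, -0.1866 to 0.2121 for Sox9, -0.0683 to 0.08479 for Fgf10 and -0.0911 to 0.2144 for Smad3. The opposite-sign share was 97.42% at an unadjusted p under 0.01 and 97.52% with DESeq2 (197 of 202 genes). In 20 simulated data sets without a treatment effect the DESeq2 share had a median of 71.19% (67.87 to 74.16%). These had a median of 975 called genes, against 202, so 71.19% may be too low as a reference. The real share was 100% of 45 genes without hypoplastic library 3, but no data without a treatment effect were simulated for that fit, so this share has no reference value. The other alternatives with a value gave 100% of 1 to 5 genes, too few to show whether the share is stable.

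In simulated data of this depth and group size edgeR recovered 81.8% of 4-fold and 62.2% of 2-fold changes in hypoplastic against control. The shares were 87.8% and 48% in treated against hypoplastic and 86.6% and 44.4% in treated against control, so many 2-fold changes would be missed. Genes were drawn independently there, and larger changes were also missed in the real lungs. In hypoplastic against control, Olfm4 rose 6.985-fold and S100a9 10-fold without overlap of the libraries. Neither was called, with edgeR adjusted p of 0.155 and 0.185. With 3 lungs in a group a single library could change the counts, as the 45 and 44 calls without hypoplastic library 3 show.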

Other observations

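The tests on Spp1, neutrophil genes, heart muscle genes, the inflammatory list and the DESeq2 calls were chosen after those results were seen. The simulation of the opposite-sign share was planned for the called genes, but its use at an unadjusted p under 0.01 was chosen after the data were seen, and what it would have to show there was set down after its result. The counts under other splits, the relabelling and the tests on Igf2 and H19 were set down before their results were seen.

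With 3 libraries against 3 there are 10 splits of 6 libraries, so the share of splits with a result as large cannot fall under 0.1. The splits by themselves thus cannot exclude chance for any count. In hypoplastic against control, 1 of 10 splits gave as many edgeR calls as the actual split, 2 of 10 as many genes at an unadjusted p under 0.05 (1603, against 1649 in the other) and 1 of 10 as many DESeq2 calls. For treated against hypoplastic these were 10, 4 and 6 of 10, and 1 of the other splits gave 710 DESeq2 calls against 17 for the actual one. That split had 0 males on 1 side, so sex may have added to its calls. Other splits with 1 male on each side, as in the actual one, gave 1 to 160 calls. In treated against control the numbers of splits were 10, 5 and 2 of 10. The DESeq2 calls under treatment were thus no more numerous than calls between arbitrary sets of these lungs.

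For the opposite-sign share at an unadjusted p under 0.01, 1 of 20 labellings of the hypoplastic libraries, the actual one, gave a share as high, and 0.05 is the smallest share 20 labellings allow. The next highest, 96.97%, put treated library 3 in place of hypoplastic library 1. In 0 of 100 simulated data sets was the share as high, but these drew genes independently, which makes their spread too small. A return towards control under treatment and the sharing of the hypoplastic libraries cannot be told apart by these tests.

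Spp1 was the one gene called by edgeR, and 3 technical or cellular explanations were tested. With sex in the model its adjusted p was 0.0144, which argues against sex imbalance as the whole cause. With a score of atrial muscle genes in the model its log2 change was 4.87 (SE 0.446, edgeR adjusted p 0.0347), and it was also high in hypoplastic library 3, where 6 of the 7 atrial genes were at most 0.1384 CPM of the library total and Tnni3 was at 1.789, within the range of the control lungs. A list of 10 macrophage genes rose by a median of 1.05 on the log2 scale (0.559 to 2.02 in single genes), far less than Spp1, which argues against a larger share of macrophages alone. The size of that rise depended on single libraries. Relative to all libraries, the mean log2 CPM of the list was -1.83 in control library 2 and 1.47 in hypoplastic library 2. It was -0.0269 and -0.0405 in control libraries 1 and 3, and -0.321 and 0.416 in hypoplastic libraries 1 and 3. A change of Spp1 within macrophages or in other cells stays open. Litter and age at collection are not in the labels and were not tested.

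Neutrophil genes were among those of smallest p in hypoplastic against control, among them S100a8 (log2 change 2.94, edgeR adjusted p 0.185) and S100a9 (3.32, edgeR adjusted p 0.185), named after their values were seen. A list of 12 other neutrophil genes, 7 of them at 1 CPM or more in control lungs, was higher in the hypoplastic lungs for 12 of 12 genes, with a median of 1.99 and a fry p of 0.00664, unadjusted. Without any 1 library the p was 0.000855 to 0.0268. The most abundant red cell genes, with a list median of -0.564, did not rise with them. The mean log2 CPM of that list changed by -0.398 (SE 0.591) and that of the neutrophil list by 2.01 (SE 0.295). The fall of the red cell list lies within its spread and rested on control library 2, without which the change was 0.0475, against 1.94 for the neutrophil list. More blood as a whole is thus argued against, while a fall of red cell genes is not shown. With sex in the model the neutrophil median was 2.01. In treated against hypoplastic lungs the neutrophil list median was -0.938 (fry p 0.108). Treated libraries 1 and 3 lay above and treated library 2 below the mean of all libraries. Against control lungs, 12 of 12 genes of the list were still higher in treated lungs, with a median of 1.16 (fry p 0.0606). A candidate explanation is more neutrophils, or more active ones, in hypoplastic lungs, a hypothesis found and tested on the same libraries.

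The rise of the inflammatory list in hypoplastic lungs rested on 1 library, since the median without hypoplastic library 2 was 0.332. Interferon response genes were also highest in that library. In CPM of the library total, Ifit3 was at 85.89 in hypoplastic library 2, 7.659 in treated library 3, 2.651 in hypoplastic library 3 and at most 0.7944 in the other 6 libraries. Mx1 was at 77.28 in hypoplastic library 2 and 34.72 in treated library 3. The list of 9 such genes had a median log2 change of 4.14 in hypoplastic against control with a fry p of 0.221. An infection or another event in 1 animal was not tested.

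Heart muscle genes were present in hypoplastic libraries 1 and 2. In CPM of the library total, Myh6 was at 69.91 and 28.33 there and at most 3.166 elsewhere, and Myl7 at 37.08 and 22.8 there and at most 2.514 elsewhere. Ventricular muscle is argued against, because Myl2 plus Myh7 reached at most 1.41% of Myl7 plus Myh6 in these libraries. Of Myl4, Mybpc3, Actn2 and Tnni3, 4 were above 2 times every other library in both, as atrial-type muscle would give. Nppa, an abundant atrial transcript, was at 4.573 in hypoplastic library 2 but at 0 counts in hypoplastic library 1, which leaves an atrial source open. Heart muscle in the walls of lung veins and tissue carried over at dissection cannot be told apart. Of the 7 atrial genes, 5 are also in the cardiac muscle list, whose median change was 3.35 in hypoplastic against control (fry p 0.146) and -4.41 in treated against hypoplastic (fry p 0.114).

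Of the 17 genes that DESeq2 called lower in treated than in hypoplastic lungs, 12 were at or below the highest control or treated library in hypoplastic library 3. Actn2, Tbx20 and Smyd1, genes of heart muscle, were among them, as were Penk, Ogn, Fap and Col5a3, all named after their values were seen. Most of these calls may thus reflect tissue in hypoplastic libraries 1 and 2 and not an effect of treatment. The other 5 were Spp1, Igf2, Hmgcs1, Serpinf1 and gene 103689982, which were above every control and treated library in hypoplastic library 3. Gene 103689982 was at 0.549 CPM in hypoplastic library 1, below the highest control or treated library.

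Igf2 and H19, imprinted genes that lie near each other and were named after their values were seen, were higher in hypoplastic than in control lungs, and in treated lungs Igf2 was back near the control level. Igf2 was at 2832 CPM ± 583.6 in control, 4878 CPM ± 285.5 in hypoplastic and 2828 CPM ± 495.9 in treated lungs (SD, n = 3 each), with no overlap of the hypoplastic libraries with the others. The edgeR adjusted p was 0.317 and 0.826 in the first 2 comparisons, and the DESeq2 adjusted p 0.00535 and 0.0175. With sex in the model the log2 change of Igf2 was 0.757 (SE 0.228), close to 0.78 without it. H19 was at 3694 CPM ± 916.8 in control, 6630 CPM ± 239.4 in hypoplastic and 4586 CPM ± 811.3 in treated lungs (SD, n = 3 each). Its edgeR adjusted p was 0.317 and 0.895 in the first 2 comparisons, and its DESeq2 adjusted p 0.00597 and 0.497, so its fall under treatment was not called by either. A list of 9 other imprinted growth genes had a median change of 0.179 with a fry p of 0.383, so a wider imprinted-gene programme was not found.

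Some genes were present in some libraries and nearly absent in others. A search for genes with every library at 10 CPM or more or at 1 CPM or less, and at least 2 libraries of each kind, gave 4 genes. Ddx3y and Eif2s3y are Y-linked. Ifit1 was at 0.567 and 0.0542 CPM in control libraries 1 and 3 and at 24.5 CPM or more in the other 7, and gene 103689982 was at 34.1 and 33 CPM in hypoplastic libraries 2 and 3 and at most 0.91 CPM elsewhere. Neither follows the groups. Each was called by edgeR only in fits that left out a library against the pattern, control library 2 for Ifit1 and hypoplastic library 1 for gene 103689982.

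Control library 1, male by the Y-linked genes, held Xist at 1.44% of the mean of the female libraries, and control library 3, a female, held Y-linked genes at 0.353% of the male mean. In the other 7 libraries the opposite marker was at most 0.0817%. Carry-over of RNA or of index sequences between libraries was not tested for these 2 traces. Krt5 and Krt14, genes of basal airway cells, were at 14.67 and 14.71 CPM of the library total in hypoplastic library 1 and at most 0.9352 in every other library. That list of 4 genes had a median change of 3.84 in hypoplastic against control (fry p 0.211). No biological explanation was tested for these values.

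The skeletal muscle list was higher in hypoplastic than in control lungs for 5 of 5 tested genes, with a median of 0.47 and an unadjusted fry p of 0.0113. It was highest in hypoplastic libraries 1 and 2, which also held the heart muscle genes, with mean log2 CPM of 1.01 and 0.818 above the mean of all libraries, against -0.134 in hypoplastic library 3. In CPM of the library total, Ckm was at 3.668 and 2.539 in those 2 libraries and at most 1.156 elsewhere, and Myh3 at 0.8417 and 1.821 there and at most 0.1681 elsewhere. No explanation was tested for this list. Of the other technical lists in that comparison, the thymus list of 3 tested genes had a median of 0.10 (fry p 0.993) and the Y-linked list of 3 genes a median of -0.60 (fry p 0.402), and Xist changed by 1.11 (fry p 0.595). The 1 ventricular gene tested changed by -0.82 (fry p 0.159). None of the 7 liver genes passed the low-count filter. Blood and macrophage lists gave fry p of 0.421 and 0.181.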
